A study of Homo sapiens with 12 samples.

How the data were processed

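LF1 human lung fibroblasts were profiled by RNA sequencing in 3 groups of 4 samples each: proliferating cells (PRO), cells in early replicative senescence, 1 month after they had stopped dividing (ESEN), and cells in late replicative senescence, 4 months after (LSEN). Per the labels' protocols, RNA was extracted with Trizol and a column kit, libraries were poly-A selected and directional, and all were sequenced paired-end in the same lane. Poly-A selection leaves out transcripts without a tail, and TE reads in such libraries include those of TE sequence lying inside longer transcripts.

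The authors deposited a table of normalised signal with 42908 genes and 798251 repeat insertions, 1 column per sample, in versions with and without multimapping reads. Per the file headers, the counts came from Telescope, which assigns reads that map to several copies of a repeat. The aligner, the genome build and the annotation were not stated. The deposited signal was a read count divided by 1 size factor per sample, as shown by the values themselves: 100% of them were whole multiples of the value of 1 read. The factors, rescaled, matched median-ratio factors computed here on the genes, and the same factor had been applied to genes and repeats. The recovered totals ranged from 69171528 to 148746128 reads per sample. The authors also deposited log2 fold changes, a test statistic (score) and adjusted p-values for each comparison, and the tool behind them was not stated. The gene values were identical with and without multimapping reads, and the version of the repeat values that includes them was used except where stated.

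The values were not raw counts, so the test was limma 3.58.1 (lmFit, then eBayes with a trend) on log2(value + 1) in R 4.3.3. All 12 samples entered 1 fit with the 3 groups as terms. Genes with a mean of at least 10 over the samples (18420 genes) and TE loci with a mean of at least 5 (28494 loci) were fitted separately, and p-values were adjusted by Benjamini-Hochberg within each. A call is an adjusted p-value under 0.05. Log2 fold changes are on the log2(value + 1) scale, which understates the change of low features. Where all libraries of the lower group had 3 reads or fewer, the fold was computed against 3 reads and is given as a lower bound, which covers counting error only. TE loci were told from other repeats by the repeat names, which gave 730319 TE loci, 53905 simple repeats, 11502 satellites and 2525 RNA repeats. Names of loci contain the subfamily, the cytoband and a running number; the files used here give no positions, so no coordinates are given. Loci carrying the tag NI, whose meaning was not stated, (311 of the listed TE loci) were kept, but none is reported singly.

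Values were summed over all loci of 18 TE subfamilies, and the TE share is the percentage of a library's reads, genes and repeats together, on TE loci. Both were compared by two-sided exact permutation tests with 70 relabellings of 8 samples, for which the smallest p is 0.0286. With 18 subfamilies, an adjusted p-value under 0.05 requires at least 11 subfamilies at that smallest p. Lists of proliferation, secretory and interferon genes were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 3 lists. IFNB1 (mean 1.05) fell under the minimum, and the symbol DDX58 matched no gene name, being an earlier symbol of RIGI, which the list also holds; 20 of the 21 interferon genes were tested. The lists hold genes commonly measured in senescent fibroblasts and were not chosen on these libraries.

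The groups, tests, lists, minimums and most alternatives were chosen before the data were examined. The named features were fixed by rule: in each comparison the 3 largest rises and 3 largest falls among called features whose 4 values in 1 group all lay above the 4 of the other, with a mean of at least 100 for genes and 20 for TE loci, together with CDKN1A, CDKN2A, CDKN2B, LMNB1, TREX1, RB1, FOXA1, the genes of the lists and the 18 subfamilies. Which list genes are given with values was decided after their values were seen: the ends of each list's range and a few familiar members.

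The alternatives were other minimums and pseudocounts, quantile normalization, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, fits of only the 8 samples compared, a minimum fold change of 2, uniquely mapped reads, genes and TE loci in 1 fit, the replicate number as a block, and each library left out in turn. Added after the data were examined were TMM and total-read scaling, all repeats, loci without the NI tag, removal of a transcript length trend, libraries of over 100000000 reads, TE loci with a mean under 100, and quantile normalization for the lists. Transcript lengths came from GENCODE release 29 and were found for 87.4% of the tested genes; chromosomes of genes came from a RefSeq annotation of GRCh38 by symbol.

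The fits were tested on simulated reads with 200 changed features. limma recovered 88.5% of the changed genes among 18420, with 5.35% of its calls false, and 29.5% of the changed TE loci among 28494, with 3.28% false. DESeq2 recovered 88.5% of the changed genes with 13.7% of its calls false, and edgeR 89.5% with 5.29% false. On TE loci DESeq2 recovered 28.5% with 1.72% false, and edgeR 31% with 1.59% false. The simulation changed few features, used the true size factors and held no outlying library. Its rates therefore need not hold for the real data, where most genes were called. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.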

Results

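RNA of LF1 human lung fibroblasts was compared between proliferating cells (PRO), cells 1 month after the end of division (ESEN) and cells 4 months after it (LSEN), with 4 libraries in each group. Replicative senescence is the lasting arrest that cells reach after many divisions in culture. The question was how genes and transposable elements (TEs) change on entry into senescence and between its early and late stage. The libraries held 69171528 to 148746128 reads. PRO replicates 1 and 2 (69781609 and 76062340 reads) and ESEN replicate 4 (69171528 reads) were the shallowest, and all others had over 100000000. The first principal component of the genes carried 71.6% of the variance, the second 11.4% and the third 5.71%. ESEN replicate 4 correlated with ESEN replicates 1 to 3 at r of 0.949 to 0.953 across genes, which are not independent replicates, whereas those 3 correlated with one another at 0.988 to 0.989. Within groups, the squared difference of 2 libraries was at least 22.6 times what counting error gives, so none of them looked like a repeat of another, and each was counted as 1 sample.

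**Figure D1:**
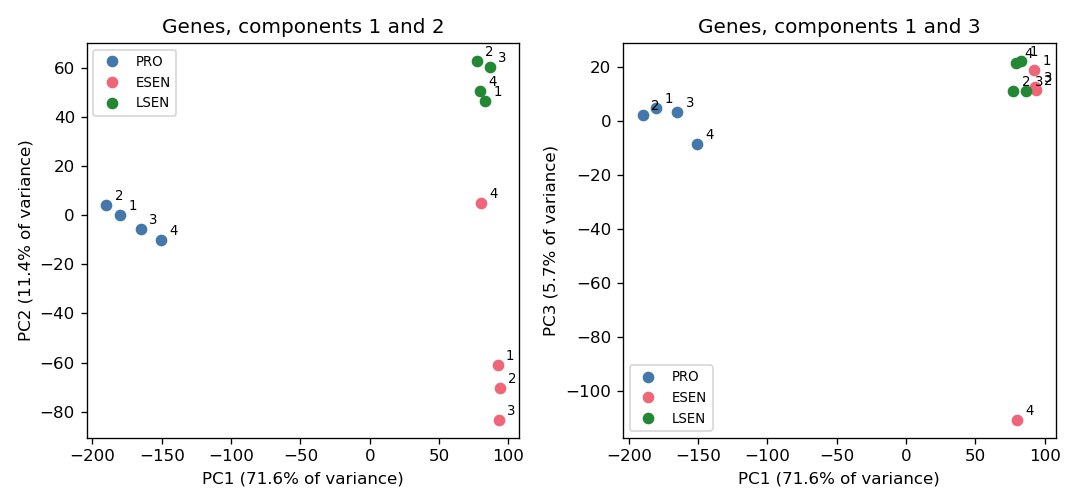
Scores of the 12 libraries on principal components of log2 gene values, with the percentage of variance on each axis. Each point is a library with its replicate number, coloured by group; ESEN replicate 4 lies apart on component 3.

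Early senescence was first set against proliferation. Of 18420 genes, 12552 were called in ESEN against PRO, 6541 higher and 6011 lower. The alternative that moved this count most was a minimum fold change of 2, with 8535 genes. The authors' deposited table called 13586 of 24714 genes for the same comparison, and 12466 among the 18420 tested here. Of the genes called here, 12238 were also called there, 0 of them with the opposite sign. The 4 values of one group all lay above the 4 of the other for 10667 of all tested genes, and for 83.9% of the called ones; for a gene without any change this happens in 2.86% of cases.

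By the naming rule, the largest rises were in EHF, CCL3 and CXCL10. EHF (chromosome 11) rose from 3.29 ± 2.77 to 8790 ± 2834 (SD, n = 4 each), a log2 fold change of 11.27 (SE 0.50, adjusted p 2.63e-10 in limma). CCL3 (chromosome 17) had at most 2 reads in any PRO library and was at least 1003-fold higher in ESEN, at 3780 ± 922; it has near-identical copies, and reads shared with them are uncertain. CXCL10 (chromosome 4) rose from 3.86 ± 4.89 to 4517 ± 422, a log2 fold change of 10.61 (SE 0.61, adjusted p 3.32e-09 in limma). The largest falls were in DES, HBBP1 and TBX4. DES (chromosome 2) fell from 73017 ± 17439 to 93.8 ± 37.4, a log2 fold change of -9.63 (SE 0.23, adjusted p 1.09e-12 in limma). HBBP1, a globin pseudogene on chromosome 11 that resembles its functional relatives, was at 955 ± 59.2 in PRO and at 2 reads or fewer in the ESEN libraries, at least 310-fold lower. TBX4 (chromosome 17) fell from 4694 ± 390 to 11.9 ± 14.3, a log2 fold change of -9.39 (SE 0.72, adjusted p 5.85e-08 in limma).

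The single genes fixed in advance by name followed. CDKN1A rose from 26680 ± 5290 to 101884 ± 6934 in ESEN and 128212 ± 6839 in LSEN, log2 fold changes of 1.95 and 2.29. CDKN2A rose from a mean of 790 to 9329 ± 1651 and 12311 ± 2332, by 3.56 and 3.96 on the log2 scale. CDKN2B was at 339 ± 84.8 in PRO, 13872 ± 7033 in ESEN and 4604 ± 388 in LSEN; the log2 fold changes were 5.12 against PRO in ESEN and 3.79 in LSEN, and -1.33 for LSEN against ESEN (adjusted p 0.0382 in limma). Within ESEN, replicate 4 had a CDKN2B value of 3380 and the other replicates 16340 to 17968. Without it the log2 fold change of LSEN against ESEN was -1.92 (adjusted p 7.15e-07 in limma). That call was lost in 8 of the 12 fits that each left out a library, with total-read scaling, with the 8 samples alone and with the replicate number as a block. LMNB1 fell from 5453 ± 753 to 482 ± 361 in ESEN and 238 in LSEN, log2 fold changes of -3.73 and -4.53. ESEN replicate 4 again differed, at 1022, and the ESEN mean without it was 303 ± 47.4 (SD, n = 3). RB1 rose by 1.70 and 1.18 on the log2 scale. FOXA1 was low throughout, at 5.58 ± 6.29 in PRO, 24.4 ± 14.8 in ESEN and 62.8 ± 12.9 in LSEN, with log2 fold changes of 2.43 and 3.93. All 5 rises and the fall of LMNB1 had adjusted p-values of 0.00766 or lower in limma against PRO. TREX1 did not differ past the threshold in ESEN (log2 fold change 0.27, adjusted p 0.268 in limma), but did with the length trend removed, an alternative chosen after the data were examined (0.49, adjusted p 0.00989). Its ESEN value was 401 in replicate 4 and 247 to 263 in the others, and without replicate 4 the change was 0.11 (adjusted p 0.604 in limma). It was higher in LSEN (0.54, adjusted p 0.0351), a call lost in 6 of the 12 fits without 1 library, with quantile normalization and with the replicate number as a block. Whether TREX1 differed between LSEN and ESEN was tested in the same fit, with an adjusted p of 0.381.

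Late senescence was then set against proliferation. Of 18420 genes, 12308 were called in LSEN against PRO, 6593 higher and 5715 lower, and the 4 values of one group all lay above the 4 of the other for 12255 of all tested genes and for 93.3% of the called ones, against 2.86% by chance. The authors' deposited table called 13391 of 24714 genes, and 12256 among the 18420 tested here. Of the genes called here, 12067 were among them, 0 with the opposite sign. The largest rises were in OSTN-AS1, TLR4 and NAP1L2. OSTN-AS1, an antisense RNA gene on chromosome 3, had a mean of 0.73 ± 1.45 in PRO and 923 ± 169 in LSEN, a log2 fold change of 9.34 (SE 0.40, adjusted p 2.06e-10 in limma). TLR4 (chromosome 9) rose from 4.63 ± 6.27 to 2307 ± 322, a log2 fold change of 9.33 (SE 0.58, adjusted p 7.16e-09 in limma). NAP1L2 (chromosome X) had at most 2 reads in any PRO library and was at least 247-fold higher in LSEN, at 931 ± 124. The largest falls were again in HBBP1 (at least 389-fold lower), TBX4 (log2 fold change -8.86) and DES (-8.78, SE 0.23).

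Changes in ESEN and LSEN were alike across genes. The log2 fold changes against PRO correlated at r of 0.907 across the 18420 genes, which are not independent replicates. Both use the same PRO libraries, so unchanged groups were simulated against them. With independent genes r was 0.497 in the median of 100 draws (0.471 to 0.517). With groups built from the residuals of the libraries the median was 0.568, but the draws ranged widely, from -0.032 to 0.929 (95th percentile 0.849). Of these 100 draws, 1 was at or above the observed value. The latter simulation was settled after the observed value had been seen, since 2 earlier forms of it gave no usable correlations. With separate PRO libraries for the 2 comparisons, r was 0.849 or 0.876. Of the genes called in both comparisons (10457), 10377 had the same sign and 80 the opposite sign. The shared PRO libraries favour the same sign, and no value for unchanged groups was simulated for this count.

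The late stage was set against the early one to ask what changes during senescence. In LSEN against ESEN 3690 genes were called, 2039 higher and 1651 lower. This count rests on ESEN replicate 4: without it 8553 genes were called, 3677 of them among those with all libraries, and without ESEN replicate 3 the count was 2105. The authors' deposited table called 4947 of 22335 genes, and 4762 among the 18420 tested here. Of the genes called here, 3629 were among them, 0 with the opposite sign. HSD17B2 (chromosome 16) was at 5.71 ± 6.62 in ESEN and 514 ± 90.7 in LSEN, a log2 fold change of 6.90 (SE 0.74, adjusted p 3.18e-05 in limma). TMEM176B (chromosome 7) was at 6.92 ± 5.96 and 635 ± 108 (log2 fold change 6.69, adjusted p 1.34e-06 in limma), and CXCL14 (chromosome 5) reached 1722 ± 247 in LSEN (5.87, adjusted p 4e-07). The largest falls were in CSF3 (chromosome 17), from 1091 ± 712 to 3.31 ± 1.55 (log2 fold change -7.73, adjusted p 4.45e-06 in limma), SERPINB4 (chromosome 18), from 381 ± 224 to 6.18 ± 4.49 (-5.78, adjusted p 1.58e-05), and CSF2 (chromosome 5), from 6782 ± 3104 to 152 ± 13.9 (-5.31, adjusted p 3.36e-06). SERPINB4 has a near-identical neighbour, and the split of reads between them is uncertain.

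Gene lists for 3 processes had been fixed in advance. The 20 proliferation genes were lower in senescence, with a median log2 fold change of -2.15 in ESEN (camera adjusted p 3.08e-06) and -3.30 in LSEN (2.00e-08). In ESEN 18 of the 20 were called over all genes and 18 adjusted over the list alone; in LSEN 20 and 20. AURKB changed most, with log2 fold changes of -4.43 and -6.45; its ESEN mean was 310 ± 292 with replicate 4 and 164 ± 19.4 without it. MKI67 changed by -3.25 and -5.87. PCNA rose, by 1.61 and 1.53. LSEN lay lower than ESEN (median -0.86, camera adjusted p 3.42e-06), with 9 genes called over all genes and 10 adjusted over the list alone; MKI67 differed most (log2 fold change -2.62). Without ESEN replicate 4 that adjusted p was 0.00482. The mean log2 value of the list was 11.44 in ESEN replicate 4 and 9.80 to 10.12 in the other ESEN replicates.

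The 20 secretory genes code for cytokines and proteases that senescent cells release. They were higher in ESEN (median log2 fold change 3.57, camera adjusted p 1.79e-10; 20 called over all genes and 20 adjusted over the list alone) and in LSEN (2.37, 6.83e-08; 19 and 20). CXCL8 rose most in ESEN, by 10.01 on the log2 scale, and by 6.43 in LSEN. MMP3 rose by 9.53 and 8.25, and IL6 by 3.43 and 1.90. ICAM1 was lower in LSEN than in PRO (log2 fold change -1.10), a difference not called over all genes (adjusted p 0.0546 in limma); over its alternatives the adjusted p was as low as 2.18e-06, without ESEN replicate 4. The list was lower in LSEN than in ESEN (median -1.19, camera adjusted p 2.92e-08; 16 called over all genes and 17 adjusted over the list alone), from -3.91 for IL1B to 2.33 for TNFRSF11B.

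The 20 interferon genes were higher in ESEN (median 3.32, camera adjusted p 9.30e-08; 18 called over all genes and 19 adjusted over the list alone) and in LSEN (3.26, 6.83e-08; 19 and 19). Setting 1 gene at its lower bound left both medians at these values. CXCL10 rose most, by 10.61 and 9.30. ISG15 rose by 1.16 and 1.87; its ESEN mean was 3832 ± 2759 with replicate 4 and 2453 ± 76.4 without it. USP18 was lower in ESEN (-0.41, adjusted p 0.0440 in limma), a call lost in 9 of the 12 fits without 1 library and with total-read scaling among others, and OAS3 was lower in LSEN (-0.72, adjusted p 0.00832 in limma). The list did not differ between LSEN and ESEN (median -0.27, camera adjusted p 0.408; 5 called over all genes and 6 adjusted over the list alone). Under fry all calls on the 3 lists held. With a correlation estimated from the data, the secretory and interferon calls against PRO held (highest adjusted p 0.0448), and the others did not: the proliferation list gave 0.202 in ESEN, 0.122 in LSEN and 0.296 between them, and the secretory list 0.0727 between them.

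TEs are mobile repeats, and their share of reads was compared next. TE loci took 1.13% ± 0.129 of the reads in PRO, 1.65% ± 0.183 in ESEN and 1.49% ± 0.0970 in LSEN (SD, n = 4 each). The difference from PRO was 0.518 percentage points in ESEN (exact permutation p 0.0286, the smallest possible) and 0.363 in LSEN (exact permutation p 0.0286), and all 8 senescent libraries lay above all 4 PRO libraries. The difference of LSEN from PRO fell short of the threshold without LSEN replicate 2 or 3 (exact permutation p 0.0571 for each), because 2 of the 35 relabellings of 4 against 3 libraries gave as large a difference. The difference between LSEN and ESEN, -0.156 percentage points, was within the spread (exact permutation p 0.171); leaving out 1 library gave -0.214 (without ESEN replicate 1) to -0.0731 (without ESEN replicate 4). Over the loci with a mean under 100 alone, an alternative chosen after the data were examined, the difference was 0.232 in ESEN (exact permutation p 0.0286) and 0.123 in LSEN (exact permutation p 0.114). In PRO the shallower libraries had the lower shares: 1.08% and 0.982% in replicates 1 and 2, and 1.17% and 1.28% in replicates 3 and 4. Among the libraries of over 100000000 reads, the highest PRO library had 1.28% and the lowest senescent one 1.39%. The share is relative to total reads. On the scale of the deposited values no TE family, as grouped from the repeat names, passed in LSEN. L1, LTR and ERV elements, the remaining elements and SVA each had an exact permutation p of 0.0286, the smallest possible. As no other family reached it, the adjustment left these at the threshold, so none could pass whatever its change. The log2 fold changes on that scale were 0.73 for L1, 0.43 for LTR and ERV elements, 0.14 for Alu and 0.02 for L2. They were -0.01 for MIR, -0.18 for SVA and 0.20 for the remaining elements.

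**Figure D2:**
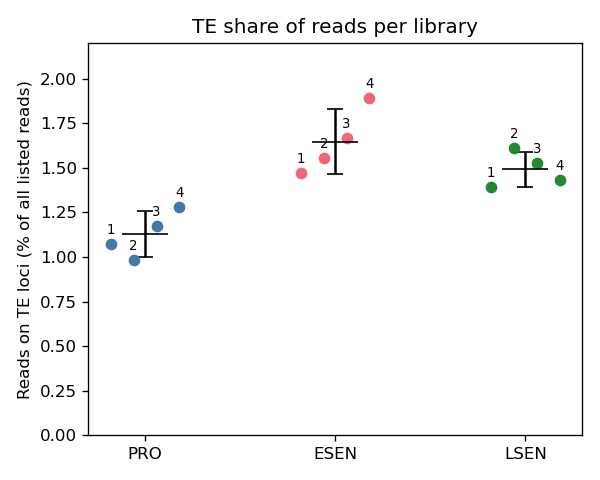
Percentage of all listed reads on TE loci in each library; points are libraries with their replicate numbers, and the bar with whiskers is the mean with SD (n = 4). Senescent libraries range from 1.39% to 1.89%, above the highest PRO library at 1.28%.

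Among single TE loci, 12221 of 28494 were called in ESEN against PRO, 8402 higher and 3819 lower, and 11380 in LSEN against PRO, 7038 higher and 4342 lower. On the scale of the deposited values, higher loci were 68.8% of the calls in ESEN and 61.8% in LSEN. After quantile normalization they were 50.2% and 50.9%. That normalization was run on the TE loci alone and gives every library the same distribution. A near-even split is thus largely built in, so it cannot show whether the excess of higher loci depends on the scaling. The authors' deposited table also called 9355 of these loci in ESEN and 8584 in LSEN, 0 with the opposite sign. Between LSEN and ESEN 674 loci were called, 259 higher and 415 lower. That count rests on single libraries: it was 3673 without ESEN replicate 4 and 253 without ESEN replicate 3. The alternative that moved it most was the fit of libraries of over 100000000 reads, with 6071 loci.

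The loci with the largest changes were named by the same rule. In ESEN the largest rises were MER53_4q13.3_8 (from 3.03 ± 1.12 to 7822 ± 4584, log2 fold change 10.70), MER53_4q13.3_9 (9.83) and MIRc_4q13.3_118 (9.57), all in band 4q13.3 (adjusted p 2.46e-12 or lower in limma). Without positions, reads of a longer transcript in that band cannot be told apart from transcription of these loci. The same holds for the other named loci. The largest falls were MamRep564_12q23.3_7 (at least 34.2-fold lower), FLAM_C_12q23.3_42 (at least 42.6-fold) and SVA_D_7p14.2_1 (log2 fold change -6.26, adjusted p 2.5e-09 in limma). In LSEN the largest rises were HERVE-int_19q12_1 (at least 160-fold, from at most 1 read per PRO library to 604 ± 62.8), L1PA3_22p13_1 (from 8.05 ± 6.03 to 2454 ± 1251, log2 fold change 8.33, adjusted p 1.9e-10 in limma) and MER57-int_22p13_1 (at least 96.6-fold). Only 57.8% and 47.9% of the reads of the latter pair mapped uniquely, so their copy of origin is uncertain, whereas the other named loci had 97.7% or more. The largest falls in LSEN were MamRTE1_16p12.2_2 (from 727 ± 127 to 9.63 ± 2.53, log2 fold change -6.11), FLAM_C_12q23.3_42 (at least 53.4-fold) and MIR3_1q32.2_131 (-6.05). Between LSEN and ESEN, MER20_7q33_16 (log2 fold change 4.12), L3_7q33_67 (3.60) and Plat_L3_15q25.1_3 (3.55) rose most, and L1ME4b_11p15.1_6 (-4.95), L1MA2_11p15.1_6 (at least 27.5-fold) and LTR48B_11p15.1_1 (at least 23.8-fold) fell most.

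Sums over 18 TE subfamilies, fixed in advance, were compared with proliferating cells. In ESEN 12 passed, 11 higher and 1 lower, and in LSEN 12, again 11 higher and 1 lower; each had an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.0429. Both counts stand at the edge of what the test allows: with 10 subfamilies at the smallest p none passes, so they fell to 0 without PRO replicate 2, 3 or 4 or ESEN replicate 3 in ESEN, and without any 1 LSEN library in LSEN, where 8 to 10 still had an unadjusted p under 0.05. L1PA3 rose from 2137 ± 864 to 7608 ± 986 and 7399 ± 1058, log2 fold changes of 1.91 and 1.87; a single locus held 27.6% of its sum, and without it the changes were 1.41 and 1.30. L1HS, the youngest L1 subfamily, rose from 207 ± 61.9 to 497 ± 130 and 462 ± 77.7, log2 fold changes of 1.28 and 1.19; 72.3% of its reads mapped uniquely. L1PA2, L1PA4, L1PA5 and L1PA6 rose by 1.42 to 1.84 in ESEN and by 1.01 to 1.47 in LSEN. AluYa5 rose by 1.31 and 1.19 and AluY by 0.42 and 0.34; without ESEN replicate 4 the ESEN changes were 0.98 and 0.23. HERVH-int rose by 1.23 and 1.24 (0.82 and 0.94 without its highest locus), and HERVK-int by 1.44 and 1.05. AluY in LSEN was not called by limma over all subfamilies (adjusted p 0.0527). A single locus held 57.2% of the HERVK-int sum; without it the log2 fold change was 0.78 in ESEN and 0.34 in LSEN, the latter no longer past the threshold. LTR7 passed in LSEN alone (0.68), and without its highest locus the change was 0.04. AluYb8 passed in ESEN alone (0.51): ESEN replicate 4 had 4779 and the others 1492 to 1552, the ESEN mean was 2337 ± 1628 with it and 1523 without it, and the log2 fold change without it was 0.10. A single locus held 50.1% of the AluYb8 sum, and without that locus the ESEN change was 1.21; limma over all subfamilies did not call it (adjusted p 0.113). SVA_D was lower (-0.39 and -0.25). With total-read scaling, which raises log2 fold changes against PRO, its change in LSEN was -0.05 and not past the threshold. Between LSEN and ESEN 0 subfamilies passed, and 2 had an unadjusted exact permutation p under 0.05.

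**Figure D3:**
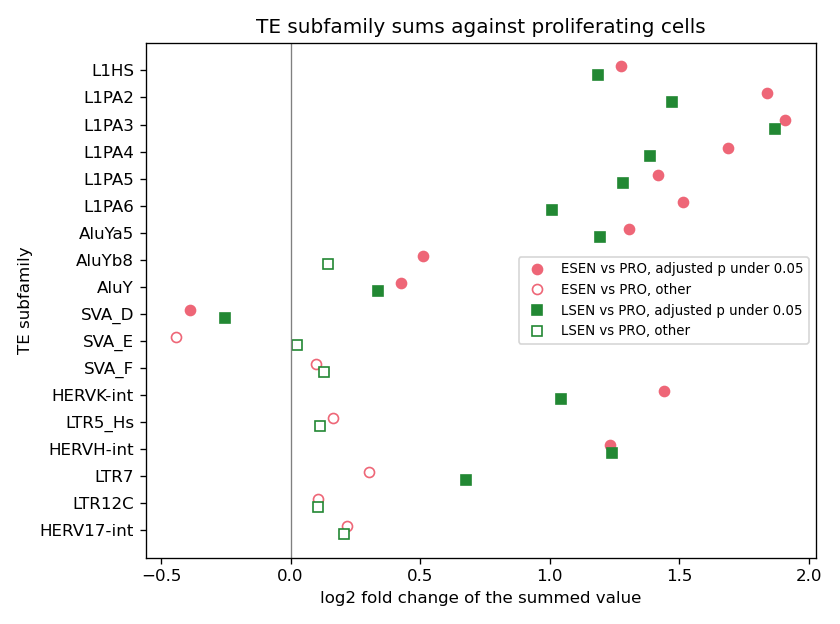
Log2 fold change of the summed value of 18 TE subfamilies in ESEN (circles) and LSEN (squares) against PRO, 4 libraries per group; filled symbols have an adjusted p-value under 0.05. L1PA3 lies furthest to the right, at 1.91 in ESEN (1.41 without its highest locus), and SVA_D lies left of 0, close to it in LSEN under total-read scaling (-0.05).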

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

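The length, depth and mixture tests on ESEN replicate 4 were chosen only after it had been seen to stand apart. Among 87 groups of 4 libraries (29 measures), 12 had a library whose gap to its nearest neighbour, as a share of the group's range, was larger than 95% of groups of 4 give by chance, where 4.35 are expected. ESEN replicate 4 was that library in 8 of the 12, so these 8 are not separate observations. For the sums of L1HS (691 against 415 to 456 in the other ESEN libraries) the share was 0.851, for AluYa5 (1607 against 615 to 690) 0.924, for AluYb8 (4779 against 1492 to 1552) 0.982, for AluY (64512 against 35865 to 38099) 0.922, and for LTR7 (734 against 381 to 409) 0.921. For CDKN2B (3380 against 16340 to 17968) it was 0.888, for LMNB1 (1022 against 254 to 349) 0.877, and for TREX1 (401 against 247 to 263) 0.897. The other 4 involved different libraries: L1PA3 in LSEN replicate 4 (8981 against 6760 to 6941; 0.919), L1PA5 in LSEN replicate 2 (3745 against 2730 to 2859; 0.873), AluYa5 in PRO replicate 4 (373 against 308 to 319; 0.833) and SVA_E in PRO replicate 1 (267 against 395 to 415; 0.866). Their number is what chance gives, and no explanation was tested for them.

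ESEN replicate 4 was the shallowest ESEN library. With the other ESEN libraries thinned to its depth, their lowest correlation with one another was still 0.986, whereas theirs with replicate 4 was at most 0.953, which argues against depth. Its short transcripts were relatively high and its long ones low (median deviation from 0.59 in the shortest of 5 equal groups of genes to -0.60 in the longest), but 86.7% of its squared deviation was left once the length trend was removed, which argues against length bias as the whole cause. An LSEN library under the wrong label would correlate with the LSEN group as its members do, at 0.987 or more; the highest value was 0.959. RNA of proliferating cells in the sample would give the same admixed share from all abundant genes. Genes low in PRO gave a median of 35.8% (quartiles 6.22% and 59.4%, 990 genes) and genes high in PRO 2.81% (quartiles -2.88% and 15.4%, 547 genes), which argues against such a mixture as the whole cause. The proliferation list itself gave 15.6% (quartiles 8.82% and 31.2%, 14 genes, none below 0), so a small admixed share is not excluded. The proliferation list was higher in this library by a median of 1.48 on the log2 scale relative to the mean of the other ESEN libraries, and by 1.37 with the length trend removed. A difference in RNA quality other than the length trend, in the culture, or in how far its cells had gone into senescence may underlie the pattern; none of these was tested, and the labels name no batch.

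Of the genes called in both ESEN and LSEN against PRO, 80 changed in opposite directions. All 80 were also called in LSEN against ESEN, which follows from how they were selected, against the same PRO libraries in the same fit, and is no separate support. As 1 of the 35 splits gave as many calls in each comparison with PRO, the real one, but 2 of 35 did for LSEN against ESEN, a late reversal is a hypothesis that may in part rest on the make-up of the ESEN group.

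RNA repeats were outside the comparisons of the report. Their share of reads was higher in LSEN than in PRO by 0.00858 percentage points, and all 4 LSEN libraries lay above all 4 PRO libraries (exact permutation p 0.0286, the smallest possible; adjusted over 9 tests 0.0857, not past the threshold). Satellite repeats parted the groups as fully in other comparisons: they differed by -0.00917 points in ESEN against PRO and by 0.00433 in LSEN against ESEN (exact permutation p 0.0286 and adjusted p 0.0857 for each). No explanation was tested.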

How the results depend on the processing

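Alternatives that change the scaling after the fact, select libraries by depth or loci by abundance, or remove a length trend were chosen after the data were examined. Among 121 results under 2806 alternative values, no difference or fold change reversed its sign. For genes and TE loci, several alternatives leave the fold change as it is by construction. These are a minimum fold change, the 8 samples alone, the replicate number as a block, and leaving out a library of the third group. The counts of signs here and below therefore overstate how often the sign was tested. Counts were compared by size alone, and the majority among called features did change sides. Genes against PRO were 47.2% higher in ESEN and 48.4% in LSEN with quantile normalization, instead of 52.1% and 53.6%. Quantile normalization gives every library the same distribution, so a near-even split there is partly built in. Genes of LSEN against ESEN were 48.4% higher with edgeR, 47.4% with DESeq2 and 49.3% with libraries of over 100000000 reads, instead of 55.3%. Among named genes, loci and subfamilies 2139 values stayed on their side of the threshold, 166 fell short of it and 9 passed it. Counting every named feature, 53 of 7956 values changed sign, 37 of them in LSEN against ESEN and 0 past the threshold both ways.

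A minimum fold change of 2 left 8121 genes in LSEN against PRO and 1792 in LSEN against ESEN, by its construction. For TE loci the minimum mean set how many were tested: a mean of 1 gave 18861 calls in ESEN against PRO, and a mean of 20 gave 5180 in ESEN and 4938 in LSEN. The TE loci of LSEN against ESEN, 674 in the report, were the least stable: 1297 with a pseudocount of 5, 1070 with quantile normalization, where 58.9% were higher instead of 38.4%, 1240 with edgeR, 1166 with TMM, 2068 with DESeq2 and 1221 with genes in the same fit. Libraries of over 100000000 reads gave 6071 TE loci and 10430 genes, including all 674 loci and 3688 of the 3690 genes; this choice leaves out ESEN replicate 4. Total-read scaling raised log2 fold changes against PRO: USP18 in ESEN went from -0.41 to -0.26, and SVA_D in LSEN from -0.25 to -0.05. Of the genes called in LSEN against ESEN, 2420 were then higher and 1248 lower. The cause of the other shifts was not tested.

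Over fits that each left out a library, genes ranged from 11774 to 13747 in ESEN against PRO, 11371 to 13745 in LSEN against PRO, and 2105 (without ESEN replicate 3) to 8553 (without ESEN replicate 4) in LSEN against ESEN. TE loci ranged from 10745 to 13302, 9462 to 13744, and 253 (without ESEN replicate 3) to 3673 (without ESEN replicate 4). Subfamilies ranged from 0 to 13 in ESEN and 0 to 12 in LSEN. When these counts were 0, at least 8 still had an unadjusted p under 0.05; in LSEN against ESEN the count stayed 0. No call on a list changed. The TE share differed by 0.436 to 0.576 points in ESEN and 0.314 to 0.414 in LSEN. The shared correlation ranged from 0.886 to 0.914; it was 0.921 over genes with a mean of at least 50, and 0.849 or 0.876 with separate PRO libraries.

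With the correlation of a list estimated from the data, 0 lists passed in LSEN against ESEN. The proliferation list then had adjusted p-values of 0.202, 0.122 and 0.296 in the 3 comparisons, and the secretory list 0.0727 in LSEN against ESEN. TE loci with a mean under 100 gave a share difference of 0.123 points in LSEN (exact permutation p 0.114).

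As a block, the replicate number left the TE share differences at 0.518 and 0.363 and gave 0 subfamilies in both comparisons (0 at an unadjusted p under 0.05). With 4 pairs the sign-flip test cannot pass the threshold, so this says nothing about stability. Same-numbered libraries were not paired: none of 12 correlations of residuals exceeded 0.1 (median 0.00317). Intergenic loci alone were not run because the files used here give no positions, and median-ratio factors were not run because they equal the deposited ones.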

Other observations

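The tests on abundant loci, on deep libraries and on cytobands were chosen only after the result was seen; the way the chromosome test below is read was also changed after its result was seen. The higher TE share in senescence was set against technical explanations. Without the 10 highest features, none of them a TE locus, the smaller difference from PRO was 0.353 percentage points, which argues against a few abundant genes as the cause and says nothing about abundant TE loci. With uniquely mapped reads it was 0.357, which argues against reads shared between copies. Among libraries of over 100000000 reads the lowest senescent library had 1.39%, above the highest PRO library with 1.28%, which argues against the depth of the PRO libraries. The 2230 TE loci with a mean of at least 100 held 50.2% of the TE reads. Over the others the difference was 0.232 in ESEN (exact permutation p 0.0286), so abundant loci alone do not account for ESEN. In LSEN it was 0.123 (exact permutation p 0.114). With 4 libraries per group, abundant loci alone cannot be told apart from a wider change there. The mean covered senescent libraries too, so a locus's own rise helped place it among the abundant ones. Both remaining differences are therefore partly set by that split. The share is relative to total reads, and on the scale of the deposited values no TE family passed in LSEN. With so few families at the smallest possible p, none could pass there, so this does not show that the rise is absent on that scale. A change in TE transcription and a change in the transcripts that carry TE sequence both remain open.

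TE reads may come from gene transcripts that contain the element. If so, the gene whose values best follow a locus would often be on its chromosome. It was for 5.68% of 8694 loci over all 12 libraries (shuffled median 5.26%, p 0.0390 by 1000 permutations), a small excess that goes with gene reads. Without ESEN replicate 4 it was 5.53% (shuffled median 5.23%, p 0.127 by 1000 permutations), and 4.10% for the L1HS to L1PA6 loci (shuffled median 4.92%). With 18001 candidate genes and so few libraries the best gene correlates at a median of 0.956 whatever its place, so the test has little power, and gene reads cannot be told apart from transcription of the elements. By cytoband, the LSEN change of a locus correlated with the median of the other loci in its band at r 0.451 across 8502 loci and 0.491 across 116 L1HS to L1PA6 loci (loci are not independent replicates; highest of 100 shuffles 0.0365 and 0.253). A candidate explanation is a shared transcript or chromosome region; the files used here give no positions to separate them.

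All 35 splits of the 8 libraries of each comparison into groups of 4 were tried. In ESEN against PRO and in LSEN against PRO, 1 of the 35 splits, the real one, gave as many genes, and 1 gave as many TE loci. In LSEN against ESEN 2 of 35 did for genes and 2 for TE loci; the other split exchanges ESEN replicate 4 with LSEN replicate 1 and gave 3897 genes and 1049 loci, more than the real split. For the lists the measure was as small a camera p-value. The proliferation list gave 7 of 35 splits in ESEN against PRO, 2 in LSEN against PRO and 22 in LSEN against ESEN, so its small camera p-values are not evidence by themselves, as the list's genes move together. The secretory list gave 1, 2 and 1, and the interferon list 1, 1 and 20.

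By family, as grouped from the repeat names after the data were examined, L1 took 0.0944% of the reads in PRO, 0.211% in ESEN and 0.176% in LSEN, Alu 0.473%, 0.645% and 0.601%, and LTR and ERV elements 0.0907%, 0.142% and 0.140%. SVA stayed at 0.00744%, 0.00745% and 0.00753%. On the scale of the deposited values, all families but SVA were higher in ESEN than in PRO (exact permutation p 0.0286, adjusted p 0.0333 over 7 families). In LSEN no family passed: the adjusted p of L1, LTR and ERV, the remaining elements and SVA was at the threshold and not under it (exact permutation p 0.0286 for each; SVA lower, log2 fold change -0.18). For Alu the exact permutation p was 0.0571, and L2 and MIR changed by 0.02 and -0.01.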
